A study of Mus musculus with 7 samples.

How the data were processed

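Droplet-based 10x Genomics single-cell RNA sequencing was done on dissociated mouse cortex in 7 libraries. An E12 control and an E12 Mek1dd library, an E17 control and an E17 PKA library, a P2 control and a P2 PKA library, and a P0 control library made 7 groups of 1 library each. Mek1dd is a constitutively active form of the kinase MEK1, encoded by Map2k1. PKA is the cyclic AMP-dependent protein kinase, whose main catalytic subunits are encoded by Prkaca and Prkacb; the labels do not say how it was changed. The number of animals behind each library is not stated.

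The deposited matrices hold UMI counts per gene and barcode, made by the authors with Cell Ranger 7.0.1 per the file headers, without normalization. The genome build, the annotation release, the handling of intronic reads and any filter on barcodes are not stated. The gene tables differ. The E17 PKA and P0 control tables list 27998 genes, and those of the other libraries list 33696; the E17 control and both P2 tables add the reporter EGFP. The 26744 gene identifiers in all 7 gene tables were used for clustering. Ratios between libraries used the genes in both tables of a pair. EGFP was left out of all totals unless stated. Genomic positions were not used here.

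Barcodes with at least 1000 detected genes and at most 10% mitochondrial UMIs were kept. Doublets were scored with Scrublet, as run by scanpy. Its automatic threshold marked between 0% and 6.93% of barcodes, with 0% in both E12 libraries and 0.01% in the P2 PKA library. That threshold was therefore replaced, after this was seen, by a uniform one: the highest-scoring barcodes were removed at a rate of 0.8% per 1000 barcodes, 7.7% to 11.17% of a library. Each library was then clustered alone from 2000 variable genes, 30 principal components, 15 neighbours and the Leiden method at resolution 1. All listed pathway genes, mitochondrial, ribosomal protein and haemoglobin genes, Gm42418 and Malat1 were left out of the variable genes. The S and G2M phase genes were not left out.

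No cell annotation was used. Clusters were named "-like" from marker genes fixed before the data were examined. The way markers were turned into names was set after the data were seen. A class score was the mean over markers of the square root of CPM (a gene's share of the UMIs, on the usual CPM scale) relative to the highest cluster. A name needed a score of at least 0.3, a margin of 0.05 over the next class, and 3 markers each detected in 5% of cells. The class had to reach a score of 0.6 in some cluster, which left striatal projection neuron and choroid plexus unused as names. Classes other than radial glia, intermediate progenitor, excitatory neuron and erythroid cell also needed a marker among the 10 leading genes. A cluster also stayed unnamed when its 10 leading genes held more markers of another class, or when its median UMI count was under 1/3 of its library's with no marker among those genes. Radial glia and astrocyte markers were counted together in that comparison, so the radial glia-like class takes in astrocyte-like cells. No cluster scored highest as astrocyte. Clusters with more astrocyte than radial glia markers among their leading genes held 59.0% of the radial glia-like cells of the E17 control, 73.7% of the P2 control, 22.4% of the P2 PKA and 4.01% of the P0 control library. They held none in the E12 and E17 PKA libraries. Leaving them unnamed was tried as an alternative. Because the names were rebuilt here, a difference from the study may come from rebuilt names.

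Clusters kept out of a class by these thresholds took different shares of the libraries. Clusters that scored highest as radial glia but stayed unnamed held 5.57% of retained cells in the E12 control, 19.8% in the E12 Mek1dd, 4.54% in the E17 control, 7.04% in the P2 control, 3.59% in the P2 PKA and 3.84% in the P0 control library. Those scoring highest as intermediate progenitor held 7.88% in the E12 control, 11.1% in the E17 control and 4.53% in the P0 control library. Those scoring highest as excitatory neuron held 1.05% in the E12 control, 10.1% in the E12 Mek1dd, 0.0887% in the E17 PKA and 3.79% in the P0 control library. In the E17 PKA library 0.927% scored highest as interneuron, and in the P2 PKA library 1.11% scored highest as microglia.

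UMIs were summed over the cells of a class and divided by their total to give CPM. Cells are not replicates, and with 1 library per group no difference was tested and no p-value was computed. Sums carry exact Poisson intervals and shares carry exact (Clopper-Pearson) binomial intervals, both at 95%. Differences of shares carry bounds built from both exact intervals. All intervals cover counting error only. A count of 0 was set to 3 UMIs in a ratio, which makes that ratio a bound. Gene lists fixed before the data were examined covered ERK targets, Hedgehog targets, PKA and CREB targets, PKA subunits and inhibitors, BMP ligands, BMP targets, Wnt targets, basal radial glia genes, glial lineage progenitor genes, dissociation stress genes, S phase genes, G2M phase genes and sex-linked genes. A list's change was the median log2 ratio of CPM over its genes with at least 10 UMIs in the pair of libraries together. Its interval came from 1000 Poisson resamples. Its percentile came from 10000 random lists matched on mean expression, which describes the list's rank among genes and is not a test across animals. The median log2 ratio of well counted genes was 0.05 at E12, −0.06 at E17 and −0.21 at P2, so P2 changes are also given relative to that shift.

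Cells with much Prkaca were defined, after the data were seen, as those with at least 5 Prkaca UMIs and at least 1000 CPM. A cell counted as cycling when its share of UMIs in S or G2M phase genes, after thinning to 3000 UMIs, exceeded the 95th percentile of excitatory neuron-like cells of the control libraries. Shallower cells were left out. Cells were typed as male or female by UMIs of 4 genes of the Y chromosome or of Xist, also after thinning. Gene lists were also compared between and within the sexes, a choice made after the data were seen; for these sums cells were typed without thinning. The correlation of changes across genes used genes with a mean of at least 50 CPM.

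Named genes followed a rule fixed before the data were examined. At E12 they are the 5 genes with the largest rise and the 5 with the largest fall in radial glia-like cells. For PKA they are the 5 with the largest rise and the 5 with the largest fall shared by E17 and P2, ranked by the smaller of the pair of changes. Candidates were genes in all gene tables with a mean of at least 50 CPM, without mitochondrial, ribosomal protein, haemoglobin and sex-linked genes. Genes of the lists may be named besides; the values of 1 listed gene are not reported here. Genes that lead a radial glia-like cluster and took part in the clustering are named without values, a limit set after the data were seen.

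The steps from summed counts to list changes were tested on simulated sums. Poisson counts were drawn at the totals of both libraries of a pair from their mean radial glia-like profile, with 100 genes raised and 100 lowered by 1.00 log2 in the treated library. The changed genes made up 100% of the 200 largest changes at all 3 ages. Lists of unchanged genes fell outside the central range of random lists in 4, 4 and 1 of 100 cases. Alternatives covered the filter, doublets, clustering, naming, scaling, cells summed, thinning, low counts, gene tables and thresholds. The choices of filter, clustering, lists, comparisons and most alternatives were made before the data were examined; those made later are named where their values appear. Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9 were used.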

Results

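Single-cell transcriptomes were collected from the mouse cortex at embryonic day 12 (E12), embryonic day 17 (E17), the day of birth (P0) and postnatal day 2 (P2). Each of the 7 groups held 1 library, so there are no replicates. The E12 control library held 11884 barcodes with 133257078 UMIs, and the E12 Mek1dd library 13686 barcodes with 133388342 UMIs. The E17 control library held 11247 barcodes with 80571436 UMIs, and the E17 PKA library 14852 barcodes with 126957639 UMIs. The P2 control library held 12019 barcodes with 90216549 UMIs, and the P2 PKA library 11422 barcodes with 116894176 UMIs. The P0 control library held 14704 barcodes with 129091354 UMIs. Intervals are at 95% and cover counting error only, not differences between animals.

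The series states fewer cells than the matrices hold barcodes. In the E12 control, 10419 barcodes passed the filter, 9551 stayed after doublets were removed, and 7563 cells are stated. In the E12 Mek1dd library these numbers were 13223, 11824 and 7931. In the E17 control they were 11098, 10113 and 11091, and in the E17 PKA library 13968, 12407 and 6523. In the P2 control they were 11664, 10576 and 10920, and in the P2 PKA library 9629, 8887 and 8211. In the P0 control they were 13949, 12392 and 13894. The filter kept 87.7% of barcodes in the E12 control, 96.6% in the E12 Mek1dd, 98.7% in the E17 control, 94.0% in the E17 PKA, 97.0% in the P2 control, 84.3% in the P2 PKA and 94.9% in the P0 control library. A minimum of 500 detected genes moved this most in the E12 control and P2 PKA libraries, to 97.0% and 93.7%. Median detected genes per retained cell ranged from 2547 in the E17 control to 2949 in the E12 control library. The stated genes per cell ranged from 2650 to 3773 in the same 7 libraries.

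Transcripts of Xist and of 4 genes of the Y chromosome showed that the libraries differ in the sex of their cells. In the E12 control 7 radial glia-like cells were male-typed and 2798 female-typed, while in the E12 Mek1dd library 1130 were male-typed and 0 female-typed, so sex and genotype go together at E12. The P2 control was male-typed in 100% and the P0 control in 0.235% of those cells. The E17 control held both sexes, with 32.3% of radial glia-like and 25.3% of excitatory neuron-like cells male-typed. In the E17 PKA library 69.7% of radial glia-like but 98.3% of excitatory neuron-like cells were male-typed. In the P2 PKA library 42.0% of radial glia-like but 3.67% of excitatory neuron-like cells were male-typed. These shares are from cells thinned to 3000 UMIs. In radial glia-like cells the unthinned values were 42.7% in the E17 control, 76.7% in the E17 PKA and 49.9% in the P2 PKA library, with 14, 68 and 132 cells left out by thinning.

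A check of the labels asked whether the engineered kinase genes were raised. Whether transgene reads align to the mouse genes is unknown. Map2k1 (ENSMUSG00000004936) was at 21.3 CPM (20.2 to 22.5) in radial glia-like cells of the E12 control and 33.2 CPM (31.4 to 35.1) in those of the E12 Mek1dd library, a log2 ratio of 0.64. Radial glia-like cells of the other 5 libraries held between 21.7 and 30.1 CPM. In excitatory neuron-like cells Map2k1 was at 17.6 CPM in the E12 control and 19.0 CPM in the E12 Mek1dd library. Prkaca (ENSMUSG00000005469) was at 25.8 CPM (22.3 to 29.7) in radial glia-like cells of the E17 control and 16705 CPM (16633 to 16776) in those of the E17 PKA library, a log2 ratio of 9.34. At P2 it was at 38.1 CPM (35.4 to 41.1) in the control and 3013 CPM (2993 to 3034) in the PKA library, a log2 ratio of 6.30. Counting EGFP in the total, an alternative chosen after seeing the data, moved the P2 value most, to 5.56. Prkacb (ENSMUSG00000005034) was at 55.8 and 56.5 CPM in the E17 control and PKA libraries, and at 67.2 and 50.8 CPM in those of P2.

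**Figure D1:**
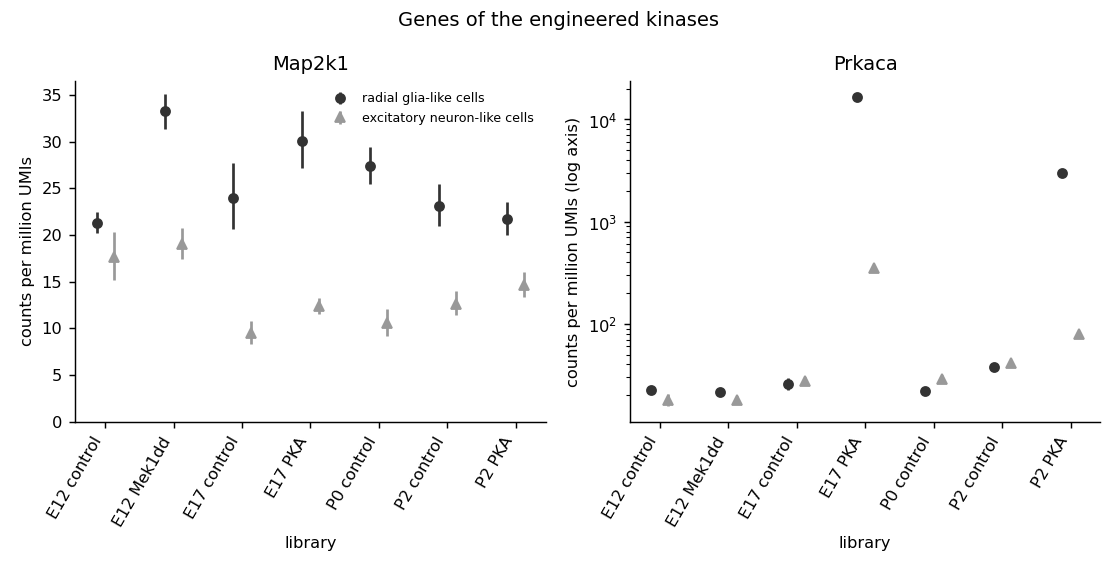
The panels show CPM of Map2k1 (linear axis) and Prkaca (log axis) in the 7 libraries, with circles for radial glia-like cells, triangles for excitatory neuron-like cells and bars for exact Poisson 95% intervals. Prkaca in radial glia-like cells reaches 16705 CPM in the E17 PKA and 3013 CPM in the P2 PKA library, and lies between 21.8 and 38.1 CPM in the other 5.

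Prkaca was not raised evenly. Cells with much Prkaca (at least 5 UMIs and 1000 CPM) made up 45.1% (42.4 to 47.8) of radial glia-like, 22.1% of intermediate progenitor-like and 0.705% of excitatory neuron-like cells of the E17 PKA library. In microglia-like cells of that library, taken as a background class although the construct is not known, the share was 0 of 93 cells, with a median of 18282 UMIs per cell against 8350 in radial glia-like cells. In the P2 PKA library the shares were 39.7% (38.0 to 41.4), 13.4% and 0.404%. There 0.763% of microglia-like cells had much Prkaca, with a median of 12087 UMIs against 8002. No cell of the other 5 libraries met the definition. Prkaca is a leading gene of radial glia-like clusters in both PKA libraries, although it took no part in the clustering. The cells of the E17 PKA library with little Prkaca held more than the 28.7 CPM over all retained cells of the control, from 164 CPM in microglia-like, 187 CPM in endothelial-like and 273 CPM in interneuron-like to 309 CPM in intermediate progenitor-like cells.

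The shares of cell classes address whether the active kinases change the balance of progenitors and neurons. With 1 library per group, a difference in share may be that of the library. At E12, radial glia-like cells made up 45.4% (44.4 to 46.4) of the control and 27.2% (26.4 to 28.0) of the Mek1dd library, a difference of −18.2 percentage points (−19.5 to −16.9). Naming clusters by marker score alone, an alternative chosen after seeing the data, moved this most, to −4.00. Intermediate progenitor-like cells made up 19.9% and 13.0%, a difference of −6.84 points, which became 1.81 among as many barcodes as the series states. Excitatory neuron-like cells made up 12.9% and 22.8%, a difference of 9.90 points (8.87 to 10.9). Unnamed cells made up 14.5% of the control and 29.9% of the Mek1dd library.

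At E17, radial glia-like cells made up 8.26% (7.73 to 8.81) of the control and 11.0% (10.5 to 11.6) of the PKA library, a difference of 2.75 points (1.98 to 3.53). Its direction changed to −0.924 with both libraries clustered together and to −1.75 with each cell assigned alone. It also changed, to −1.79, by marker score alone and, with the same value, without Fabp7 among the markers. Intermediate progenitor-like cells made up 32.9% of the control and 8.37% of the PKA library, a difference of −24.5 points (−25.6 to −23.5). Excitatory neuron-like cells made up 40.2% and 62.9%, a difference of 22.7 points (21.4 to 23.9). Interneuron-like cells made up 2.97% and 13.0%, a difference of 10.1 points (9.40 to 10.8). No microglia-, endothelial- or Cajal-Retzius neuron-like cluster was found in the E17 control, which sets no limit on rarer cells inside other clusters. The PKA library held clusters of all of these. Unnamed cells made up 15.7% and 1.02%.

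At P2, radial glia-like cells made up 18.9% (18.2 to 19.7) of the control and 36.0% (35.0 to 37.0) of the PKA library, a difference of 17.1 points (15.8 to 18.3). Intermediate progenitor-like cells made up 13.1% and 6.74%, a difference of −6.37 points (−7.20 to −5.53). Excitatory neuron-like cells made up 44.5% and 39.0%, a difference of −5.49 points (−6.88 to −4.09). Interneuron-like cells made up 15.1% and 8.29%, a difference of −6.82 points (−7.71 to −5.92). Unnamed cells made up 7.04% and 4.70%. By age, radial glia-like cells made up 45.4%, 8.26%, 23.8% and 18.9% of the E12, E17, P0 and P2 controls. Intermediate progenitor-like cells made up 29.0%, excitatory neuron-like cells 26.8%, interneuron-like cells 6.20% and unnamed cells 12.2% of the P0 control.

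**Figure D2:**
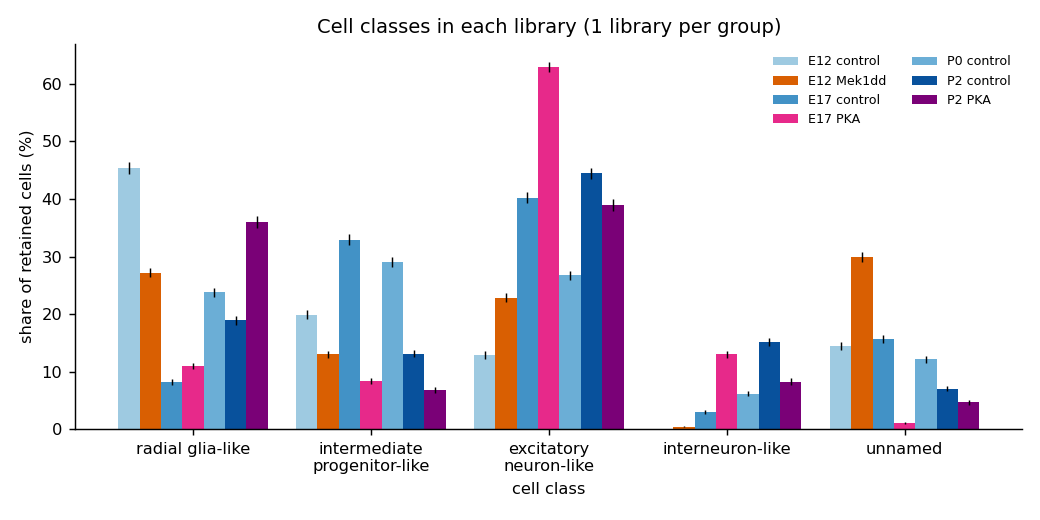
Bars show the share of retained cells (%) in each class and library, with exact binomial 95% intervals. Intermediate progenitor-like cells fall from 32.9% in the E17 control to 8.37% in the E17 PKA library, and radial glia-like cells rise from 18.9% to 36.0% at P2.

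Some radial glia-like clusters were led by stress or immune genes. Cdkn1a, Gdf15, Atf3, Usp18, Ppp1r15a and Hsph1 were leading genes of 1 cluster of the E17 PKA library, and Isg15 and Bst2 of another. Hspa1a, Hspa1b, Mdm2 and Hsp90aa1 led 1 cluster of the P2 PKA library, and Neat1, Gem, Dusp5, Gadd45b and Ppp1r15a another. Isg15, Psmb8 and Iigp1 led 1 cluster of the P2 control. Saa3 was a leading gene of the microglia-like clusters of both PKA libraries, and Ccl5 of that of the E17 PKA library.

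The E12 comparison asks whether active MEK1 raises ERK signalling in radial glia-like cells and whether BMP ligands and targets follow. The median log2 ratio of the ERK targets was 0.88 (0.76 to 1.11), above 100% of random lists, with 18 of 19 genes higher. Summing all retained cells moved it most among the alternatives run, to 0.71. Etv4 (ENSMUSG00000017724) rose from 1.79 to 50.2 CPM, a log2 ratio of 4.81. Spry4 (ENSMUSG00000024427) had a log2 ratio of 3.62 from 14 UMIs in the control, and Etv5 (ENSMUSG00000013089) one of 2.72. Myc (ENSMUSG00000022346) was the gene that fell, with a log2 ratio of −0.16. In other classes the list's median was 0.76 in intermediate progenitor-like, 0.23 in excitatory neuron-like, 0.38 in fibroblast-like, 0.21 in Cajal-Retzius neuron-like and 0.85 in microglia-like cells. The BMP ligands had a median of 1.08 (0.41 to 1.68) over the 2 genes that were counted. By marker score alone it was 0.54 (−0.36 to 1.87), and with every gene that had more than 3 UMIs in either library 0.43 (−0.47 to 2.03). Over all retained cells it was 0.31 (−0.24 to 0.86). These intervals include 0, and those of the other alternatives that gave a value stayed above 0. Bmp7 (ENSMUSG00000008999) rose from 6.09 to 24.3 CPM, a log2 ratio of 1.99, and Bmp2 (ENSMUSG00000027358) had a log2 ratio of 0.17 from 15 UMIs in the control and 10 in the Mek1dd library. The BMP targets had a median of −0.13 (−0.32 to 0.07), an interval that includes 0. It was 0.0046 (−0.27 to 0.14) by marker score alone, −0.34 (−0.49 to −0.10) in thinned cells and −0.14 (−0.39 to −0.04) over all retained cells, so whether the list fell depends on these settings. The basal radial glia genes had a median of 1.31 (0.67 to 1.60), above 100% of random lists, and that list shares Hopx with the named genes. The median of this list was also above 0 outside radial glia-like cells, at 1.34 in excitatory neuron-like cells with 5 of 5 genes higher and 0.89 in intermediate progenitor-like cells with 4 of 7. It was 1.65 in fibroblast-like and 0.85 in microglia-like cells, each with 2 of 4 genes higher, and 0.65 (−0.33 to 1.49) in Cajal-Retzius neuron-like cells. The PKA and CREB targets had a median of 0.33 (0.11 to 0.46), the glial lineage progenitor genes 0.56, the Hedgehog targets 0.04, the PKA subunits and inhibitors −0.03, the Wnt targets −0.05, the dissociation stress genes 0.02, the S phase genes −0.01 and the G2M phase genes 0.07.

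The PKA comparisons ask whether active PKA represses Hedgehog signalling and raises its own targets in radial glia-like cells. At E17 the PKA and CREB targets had a median log2 ratio of 2.18 (1.97 to 2.44), with 14 of 14 genes higher and above 100% of random lists. In excitatory neuron-like cells, few of which had much Prkaca, it was 1.11 (0.94 to 1.41) with 13 of 14 genes higher. Among male-typed radial glia-like cells of both libraries it was 1.58 (1.41 to 1.84), and among female-typed ones 3.48 (3.10 to 3.93). In radial glia-like cells it was 1.19 without the cells with much Prkaca, the alternative that moved it most, chosen after seeing the data. The Hedgehog targets had a median of 0.26 (−0.42 to 1.30) over 4 genes, which was not detectably different from 0 at this depth. It was −0.56 with both libraries clustered together, −0.42 by marker score alone and −0.46 in thinned cells, but 0.81 with astrocyte-led clusters unnamed and 0.82 (0.60 to 1.05) over all retained cells. Over the 3 genes counted in cells of 1 sex it was −0.20 (−0.64 to 0.50) among male-typed and −1.60 (−2.04 to −0.69) among female-typed cells, values that do not compare directly with the median over 4 genes. Of the PKA cells in these sums, 300 of 857 male-typed and 202 of 260 female-typed cells had much Prkaca. In excitatory neuron-like cells the Hedgehog targets had a median of 2.05 (1.37 to 2.70). Matched random lists there had a median of 0.74, and the Hedgehog targets lay above 94.9% of them. Gli1 (ENSMUSG00000025407) had a log2 ratio of −0.82 and Ptch1 (ENSMUSG00000021466) one of −0.21, while Hhip (ENSMUSG00000064325) had one of 4.34. Hhip and Hopx lead radial glia-like clusters of the P2 PKA library but took no part in the clustering. The ERK targets had a median of 0.47 (0.36 to 0.89), the BMP targets 0.56, the Wnt targets 0.49, the basal radial glia genes 0.07, the glial lineage progenitor genes 0.76 and the PKA subunits and inhibitors 0.02. The dissociation stress genes had a median of 1.64, the S phase genes −0.04 and the G2M phase genes −0.43. The BMP ligands had a median of 2.36 over 2 genes that moved apart, Bmp6 (ENSMUSG00000039004) at 5.67 from 1 UMI in the control and Bmp7 at −0.94.

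At P2 the PKA and CREB targets had a median of 2.16 (1.99 to 2.35), or 2.37 relative to the shift of all well counted genes of −0.21, with 14 of 14 genes higher. In excitatory neuron-like cells the median was 0.79 (0.58 to 0.96), with 9 of 14 genes higher, and among male-typed radial glia-like cells 2.35 (2.17 to 2.54). The Hedgehog targets had a median of −0.72 (−0.97 to −0.30), or −0.51 relative to the shift, below all but 0.51% of random lists. Among male-typed cells the median was −0.57 (−1.02 to −0.04), over all retained cells −0.0089 and in excitatory neuron-like cells 1.53 (0.74 to 2.51) over 3 genes. Gli1 had a log2 ratio of −1.36 and Ptch1 of −0.42, while Hhip had one of 2.81. Hhip rose and Gli1 fell at both ages, and Ptch1 fell at P2, also relative to the shift at P2. At E17 the change of Ptch1 was small and rested on few UMIs, so its direction is uncertain. Radial glia-like cells of the E17 PKA library held 18 UMIs of it with much and 144 with little Prkaca. Relative to the shift, the ERK targets had a median of 0.58, the BMP ligands 1.08 over 3 genes with 1 at its bound, the BMP targets 1.39, the Wnt targets 0.62 and the dissociation stress genes 1.29. On the same scale the PKA subunits and inhibitors had a median of 0.26, the glial lineage progenitor genes 0.22, the basal radial glia genes −0.38, the S phase genes −0.48 and the G2M phase genes −0.91. Without subtracting it, the glial lineage progenitor genes were at 0.01.

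**Figure D3:**
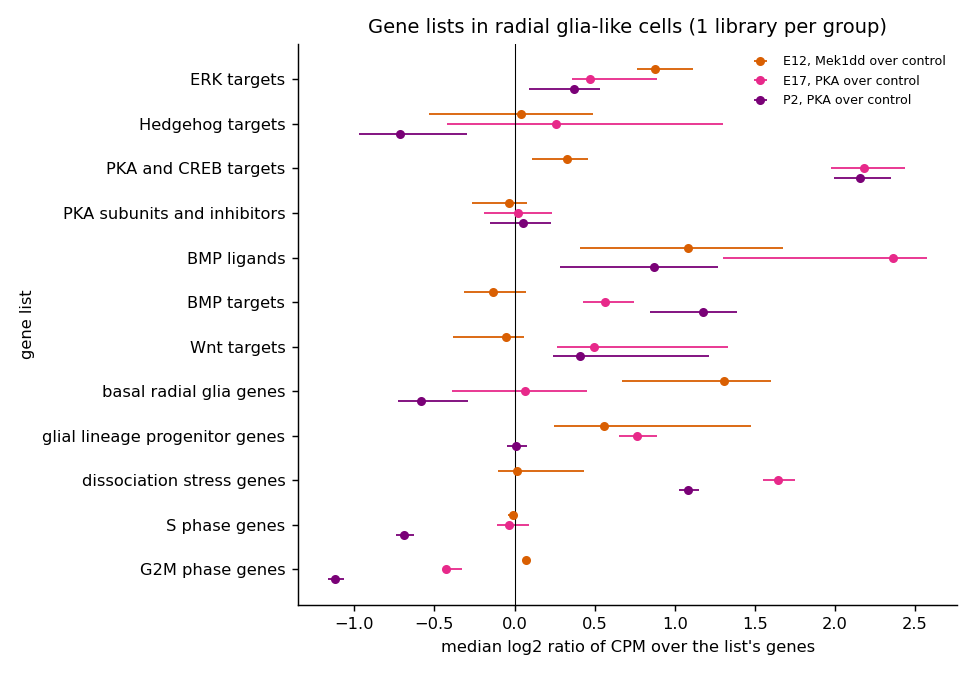
Points show the median log2 ratio of CPM, treated over control, of each gene list in radial glia-like cells at E12, E17 and P2, with Poisson 95% intervals as bars and without subtracting the shift of all genes. The PKA and CREB targets lie at 2.18 (E17) and 2.16 (P2), the ERK targets at 0.88 (E12) and the Hedgehog targets at −0.72 (P2).

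Within the PKA libraries, radial glia-like cells with much Prkaca were compared with those with little, which asks whether a change follows the kinase inside 1 library. This comparison was defined after the data were seen. Cells with much and with little Prkaca also differ in progenitor and cell cycle genes, so it does not isolate the kinase. The PKA and CREB targets had a median log2 ratio of 2.05 at E17, with 14 of 14 genes higher, and 0.70 at P2, with 8 of 14 higher. The Hedgehog targets had one of −0.81 at E17, with an interval from −1.93 to 0.04, and one of −1.77 (−2.34 to −0.89) at P2. The dissociation stress genes had one of 1.45 at E17 and 0.51 at P2, the glial lineage progenitor genes −2.60 and −3.30, the S phase genes −2.34 and −1.74, and the G2M phase genes −3.25 and −1.34. The ERK targets had one of 0.45 at E17 and −0.27 at P2, where matched random lists had a median of −0.54 and the list lay above 78.8% of them. Against their own random lists at P2, the Hedgehog targets lay above 1.24%, the PKA and CREB targets above 99.4% and the dissociation stress genes above 90.8%.

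**Figure D4:**
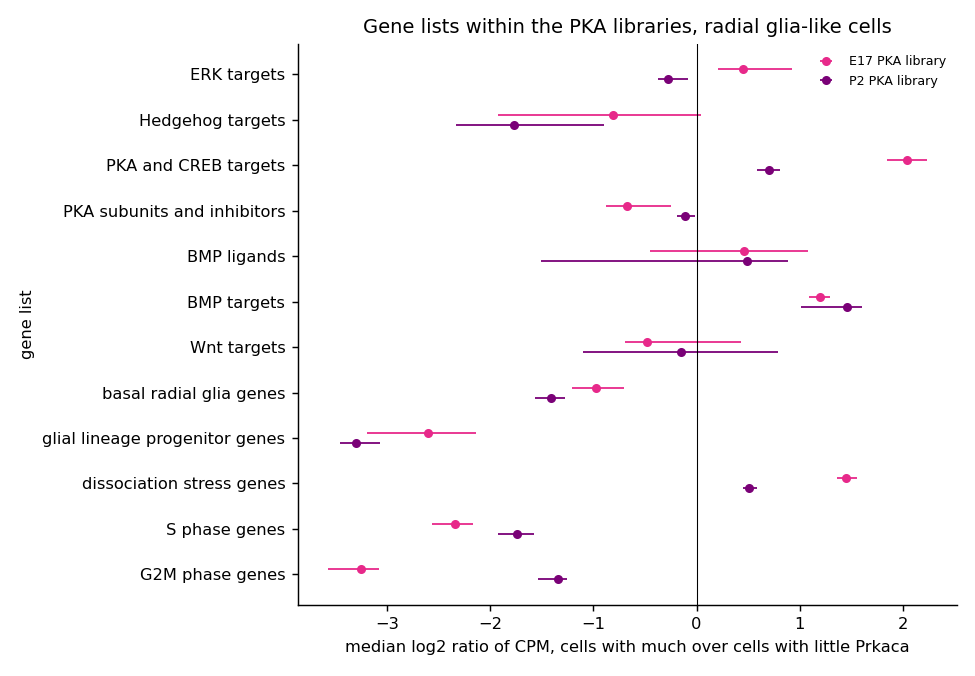
Points show the median log2 ratio of CPM of each gene list, radial glia-like cells with much Prkaca over those with little in the same PKA library, with Poisson 95% intervals as bars. The Hedgehog targets lie at −0.81 (E17) and −1.77 (P2), and the PKA and CREB targets at 2.05 and 0.70.

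The share of radial glia-like cells in S or G2M asks whether the kinases change proliferation. After thinning it was 99.8% in the E12 control and 99.4% in the E12 Mek1dd library, too close to 100% for a difference to show, and 25.0% and 24.7% of excitatory neuron-like cells passed the same threshold. At E17 it was 69.8% (66.5 to 72.9) in the control and 52.2% (49.4 to 54.9) in the PKA library, a difference of −17.6 points, with 4.58% and 4.88% of excitatory neuron-like cells. Leaving Ckap2 and Gtse1 out of the G2M genes, chosen after seeing the data, moved the E17 difference most, to −22.3. At P2 it was 32.0% (29.9 to 34.1) in the control and 29.9% (28.3 to 31.6) in the PKA library, a difference of −2.05 points, with 7.06% and 5.57% of excitatory neuron-like cells. In the P0 control it was 54.7%, with 3.95% of excitatory neuron-like cells. Unthinned values were 99.9% and 99.8% at E12, 72.9% and 56.0% at E17, 33.6% and 34.8% at P2, and 61.0% at P0, so the P2 difference became 1.27 points. Thinning left out 434, 260, 14, 68, 51, 158 and 0 cells in the E12 control, E12 Mek1dd, E17 control, E17 PKA, P2 control, P2 PKA and P0 control libraries.

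Whether PKA changed the same genes at both ages was asked by a correlation across genes, which are not independent replicates. The log2 changes at E17 and P2 correlated over 3336 genes with a Pearson coefficient of 0.691 (0.679 to 0.696) and a Spearman coefficient of 0.590. Of these genes 2525 (75.7%) changed in the same direction. Leaving out the cells with much Prkaca moved the Pearson coefficient most, to 0.510, with a Spearman coefficient of 0.279. The correlation with the E12 Mek1dd change was 0.0872 at E17 (Spearman 0.188) and −0.189 at P2 (Spearman −0.0226). For the correlation of E17 with P2, simulated groups without a change gave 0.0277.

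At E12 the 5 genes with the largest rise were Fam210b, Mest, Fabp7, Aldoc and Hopx. Fam210b (ENSMUSG00000027495) rose from 17.8 to 98.9 CPM, a log2 ratio of 2.48 (2.38 to 2.58). Hopx (ENSMUSG00000059325) had a log2 ratio of 2.09 (2.04 to 2.14). Fabp7 (ENSMUSG00000019874) and Aldoc (ENSMUSG00000017390) are markers used for naming, and Mest (ENSMUSG00000051855) leads a radial glia-like cluster. The largest falls were of Crabp2 (ENSMUSG00000004885), from 166 to 33.9 CPM with a log2 ratio of −2.29 (−2.38 to −2.20), Nr2f1 (ENSMUSG00000069171) at −1.66 (−1.75 to −1.58) and Gm8797 (ENSMUSG00000103034) at −1.49 (−1.51 to −1.46). Gm8797 is a predicted gene and is uncertain, since such genes can share reads with a near-identical copy. Pdcd4 (ENSMUSG00000024975) and Gpc1 (ENSMUSG00000034220) were the other 2 falls, and lead a radial glia-like cluster.

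The 5 genes with the largest rise shared by E17 and P2 were Scg2, Hspa1a, Sst, Cartpt and Hspa1b. Sst (ENSMUSG00000004366) rose from 2 UMIs in the E17 control to 442 CPM, a log2 ratio of 10.69 (8.83 to 13.73), and at P2 the log2 ratio relative to the shift was 10.34. Cartpt (ENSMUSG00000021647) had 0 UMIs in radial glia-like cells of both controls and was at least 1092-fold higher at E17 and at least 2388-fold higher at P2. Hspa1a (ENSMUSG00000091971) had 1 UMI in the E17 control and a log2 ratio of 12.76 (10.28 to 18.06), and at P2 one of 10.67 relative to the shift. Hspa1b (ENSMUSG00000090877) had 2 UMIs in the E17 control and a log2 ratio of 9.17 (7.32 to 12.22), and at P2 one of 9.61 relative to the shift. Hspa1a and Hspa1b are near-identical copies, so the split of reads between them is uncertain; both lead a radial glia-like cluster but took no part in the clustering. Scg2 (ENSMUSG00000050711) leads radial glia-like clusters. The 5 largest shared falls were of Hopx, Fgfbp3, Emid1, Cenpa and Cdc20. Hopx had a log2 ratio of −1.80 (−1.91 to −1.69) at E17 and −1.68 relative to the shift at P2. Emid1 (ENSMUSG00000034164) had one of −1.44 (−1.68 to −1.20) at E17 and −1.25 relative to the shift at P2. Fgfbp3 (ENSMUSG00000047632), Cenpa (ENSMUSG00000029177) and Cdc20 (ENSMUSG00000006398) lead radial glia-like clusters. These 3 genes were also lower in the P0 control, counted against the gene table of the E17 PKA library, than in the mean of the E17 and P2 controls. That does not show that they were lower than in each of these controls, which differ in age.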

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

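The tests in this part were all chosen after the results they address had been seen.

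EGFP, a reporter that no comparison of the report uses, made up 24.965% of the UMIs of the P2 PKA library. It was 504 UMIs (0.0006%) in the P2 control and 0 in the E17 control, whose gene tables also hold EGFP; the other 4 gene tables do not. The signal is in data outside the main measurement and above the control level. Free RNA spread evenly over all cells was weighed as a technical explanation. It predicts that cells with much Prkaca hold EGFP in proportion to their UMIs. These cells held 94.8% of the EGFP UMIs in retained cells and 10.8% of the mouse UMIs, which argues against even spread as the cause. Their median was 10182.5 EGFP UMIs, against 21 in other cells. At least 50 EGFP UMIs were found in 59.0% of radial glia-like and 8.40% of microglia-like cells, so part of the signal in other cells may be free RNA. A reporter carried along with the introduced kinase is a candidate explanation for the rest; the construct was not examined here. Because EGFP takes UMIs from all other genes, it was left out of the totals; counting it moved the P2 Prkaca log2 ratio from 6.30 to 5.56.

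The share of excitatory neuron-like cells differed from the control by 22.7 percentage points in the E17 PKA library and by −5.49 points in the P2 PKA library, in opposite directions under the same comparison. With 1 library per group this difference between ages was not tested. Cells of classes outside the cortical lineage, added to the PKA libraries, would remove the opposite signs once only radial glia-, intermediate progenitor- and excitatory neuron-like cells are counted. Among those, the difference was 27.0 points at E17 and −10.4 points at P2. Added cells could only lower the share, so the E17 value does not test them. The P2 value argues against such cells as the cause of the fall at P2. A mixture of animals in proportions that differ between classes could also give opposite signs. The share of male-typed cells in the P2 PKA library was 38.3 points higher in radial glia-like than in excitatory neuron-like cells. At E17 the same difference was −28.5 points. In the E17 control, the control that held both sexes, the share ranged over 6.97 points between classes; unthinned it was 42.7% in radial glia-like and 32.9% in excitatory neuron-like cells. The mixture and an effect of PKA that depends on age cannot be told apart, since the labels name no animals. Age and the active kinase stay open as biological explanations, untested.

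The share of interneuron-like cells differed from the control by 10.1 percentage points at E17 and by −6.82 points at P2, again in opposite directions and not tested. In the P2 PKA library the share of male-typed cells was 36.1 points higher in radial glia-like than in interneuron-like cells, and at E17 the difference was −29.7 points. A mixture of animals may therefore contribute. The mixture cannot be told apart from an effect of age or PKA for the same reason. The E17 control also held no microglia-, endothelial- or Cajal-Retzius neuron-like cluster, while the E17 PKA library held all of these.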

How the results depend on the processing

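Alternatives chosen after seeing the data were naming by marker score alone, leaving Fabp7 out of the markers, leaving astrocyte-led radial glia clusters unnamed, counting lineage classes only, leaving out cells with much Prkaca, counting EGFP in the total, and leaving out Ckap2 and Gtse1. Of 189 values under an alternative, 102 stayed inside the counting interval with their direction, 77 kept their direction but left the interval, and 10 changed direction. Of the 102, 26 equal the reported value exactly, 16 of them shares, and so say nothing of stability. For shares these numbers were 32, 44 and 5 of 81, for gene lists 56, 17 and 4 of 77, for cycling 11, 3 and 1 of 15, for the kinase genes 3, 1 and 0 of 4, for the correlation 0, 5 and 0 of 5, and for the barcodes kept 0, 7 and 0 of 7. Share differences are treated minus control in percentage points, and list changes are median log2 ratios. The cause was not tested for any change below unless the alternative itself contains it.

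With at least 500 detected genes, by construction more barcodes were kept: 97.0% in the E12 control, 99.9% in the E12 Mek1dd, 99.7% in the E17 control, 96.9% in the E17 PKA, 99.4% in the P2 control, 93.7% in the P2 PKA and 96.2% in the P0 control library. The radial glia-like difference became −11.0 at E12, 4.24 at E17 and 15.6 at P2, that of intermediate progenitor-like cells −2.59 at E12 and −27.2 at E17, and that of excitatory neuron-like cells 28.2 at E17 and −7.83 at P2. The PKA and CREB targets at E17 became 2.57.

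With as many barcodes as the series states, radial glia-like differences were −11.2, 6.47 and 14.2 at E12, E17 and P2. The intermediate progenitor-like difference changed direction at E12, to 1.81, and was −34.0 at E17; the excitatory neuron-like difference was 32.7 at E17. With doublets kept, radial glia-like differences were −15.9, 4.96 and 15.1, intermediate progenitor-like −9.88, −29.4 and −3.96, and excitatory neuron-like 8.53 at E12 and −8.45 at P2; the PKA and CREB targets at E17 were 2.69.

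With both libraries clustered together, the radial glia-like difference at E17 changed direction to −0.924. Intermediate progenitor-like differences were −4.09 at E12 and −19.2 at E17, and the excitatory neuron-like difference at E12 was 0.963. The Hedgehog targets at E17 changed direction to −0.56, and the PKA and CREB targets at E17 were 2.77. With each cell assigned alone, radial glia-like differences were −8.52 at E12, −1.75 at E17 (the direction changed) and 11.5 at P2, intermediate progenitor-like −3.54 at E12 and −32.0 at E17, and excitatory neuron-like 18.9 at E17.

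By marker score alone, radial glia-like differences were −4.00 at E12, −1.79 at E17 (the direction changed) and 13.6 at P2, intermediate progenitor-like −14.7 at E12 and −35.7 at E17, and excitatory neuron-like 19.0 at E12. The BMP targets at E12 changed direction to 0.0046 and the Hedgehog targets at E17 to −0.42; the PKA and CREB targets at P2 were 1.92. Without Fabp7, the radial glia-like difference changed direction at E17, to −1.79, and was 11.7 at P2. With astrocyte-led clusters unnamed it was 7.63 at E17 and 22.9 at P2, and the PKA and CREB targets were 3.14 at E17 and 2.46 at P2. Among lineage classes only, radial glia-like differences were −14.9 at E12 and 19.3 at P2, intermediate progenitor-like −4.75, −30.3 and −8.88 at E12, E17 and P2, and excitatory neuron-like 19.7, 27.0 and −10.4.

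Summing all retained cells gave 0.71 for the ERK targets and 0.31 for the BMP ligands at E12, −0.0089 for the Hedgehog targets and 1.09 for the PKA and CREB targets at P2, and a correlation of 0.605. In cells thinned to 3000 UMIs, the BMP targets at E12 were at −0.34 and the Hedgehog targets at E17 changed direction to −0.46; the BMP ligands gave no value. The median of ratios gave 2.37 for the PKA and CREB targets at P2. Subtracting the P0 control's difference gave 2.88 for the PKA and CREB targets at E17 and a correlation of 0.606. Without cells with much Prkaca, the PKA and CREB targets were 1.19 at E17 and 1.74 at P2 and the correlation 0.510. With EGFP in the total, which lowers every other gene's CPM, Prkaca at P2 was 5.56, the Hedgehog targets −1.46 and the PKA and CREB targets 1.42.

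For the share in S or G2M, the 99th percentile gave −0.984 at E12, and no thinning changed the direction at P2, to 1.27. Without Ckap2 and Gtse1 the difference was −22.3 at E17 and −5.96 at P2. The correlation was 0.623 at a mean of at least 10 CPM and 0.808 at 200 CPM.

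Over all alternatives run, the intermediate progenitor-like difference at E17 lay between −35.7 and −19.2 and the radial glia-like difference at P2 between 11.5 and 22.9. The PKA and CREB targets lay between 1.19 and 3.14 at E17 and between 1.09 and 2.46 at P2, and the ERK targets at E12 between 0.71 and 1.01. The Hedgehog targets at E17 lay between −0.56 with both libraries clustered together and 0.82 over all retained cells. Low counts limit some lists: at E17 the control holds 17 UMIs of Hhip, and at E12 the BMP ligands rest on 2 genes.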

Other observations

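Chosen only after the results were seen were the tests of a shared difference for the ERK targets in 1 class at a time, the Hedgehog targets, dissociation stress, gene tables, the sex of the animals and a shared difference for the PKA and CREB targets, mixed animals, free Prkaca RNA and the shares of radial glia- and intermediate progenitor-like cells; leaving out Ckap2 and Gtse1 and the split by Prkaca were also set after seeing the data.

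The rise of the ERK targets at E12 may come from active MEK1 or from a difference that all cells of the pair of libraries share. Fibroblast-like cells had a median log2 ratio of 0.38 (0.18 to 0.69) over 17 genes and excitatory neuron-like cells one of 0.23 (0.16 to 0.51), both below the interval of radial glia-like cells, which argues against a shared difference as the whole cause. Cajal-Retzius neuron-like cells, at 0.21 (−0.37 to 0.77), are too uncertain to decide, and microglia-like cells, at 0.85 over 13 genes, do not go with that. The sex of the embryos goes with genotype at E12. In the E17 control, male-typed over female-typed radial glia-like cells had a median of −0.22 (−0.41 to 0.02). In cells with little Prkaca it was −0.47 in the E17 PKA and −0.29 in the P2 PKA library. Sex and genotype at E12 cannot be told apart, since each E12 library is of 1 sex and the libraries with both sexes are of other ages.

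The fall of the Hedgehog targets at P2 might be shared by all cells of the library. Within the library, radial glia-like cells with much Prkaca were lower than those with little, at −1.77. These sets of cells also differ in state, with the glial lineage progenitor genes at −3.30 and the S phase genes at −1.74. A different mix of cell states could give the same contrast, so it does not decide between a shared difference and the kinase. Repression by the kinase is left as a hypothesis, and the median in all retained cells was −0.0089.

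The rise of the PKA and CREB targets in the E17 PKA library could come from the different gene tables, but after subtracting the P0 control's difference the median was 2.88, which argues against it. Sex could contribute too: male-typed over female-typed cells had a median of 0.62 (0.27 to 0.93) for these targets and 0.29 for the dissociation stress genes in the E17 control. In cells with little Prkaca these were −1.61 (−1.79 to −1.36) and −0.75 in the E17 PKA library, from 557 male-typed and 58 female-typed cells. In the P2 PKA library they were 0.08 (−0.0051 to 0.21) and −0.16. In both PKA libraries female-typed radial glia-like cells more often had much Prkaca, so these values do not measure sex alone. Among cells of 1 sex the lowest rise was 1.58 at E17 and 2.35 at P2, where only male-typed cells could be compared, which argues against sex as the whole cause. A difference that all cells share might explain part, since excitatory neuron-like cells rose by 1.11 at E17 and 0.79 at P2. Both lie below the intervals of radial glia-like cells, which argues against it as the whole cause. Against the controls, radial glia-like cells with little Prkaca rose by 1.19 at E17 and 1.74 at P2, with 14 of 14 genes higher at P2. A part of the rise was therefore present in cells below the threshold for much Prkaca. These cells still held 263 CPM of Prkaca at E17 and 99.4 CPM at P2, against 25.8 and 38.1 CPM in the controls. At P2, 59.0% of radial glia-like cells held at least 50 EGFP UMIs while 39.7% had much Prkaca. Some cells with little Prkaca thus held the reporter, and their rise does not show a change apart from the kinase. In excitatory neuron-like cells the dissociation stress genes had a median of 1.27 (1.18 to 1.35) at E17, above 99.3% of random lists, which goes with stress there. At P2 it was −0.12 (−0.22 to 0.01), with 3 of 7 genes higher, so that list did not rise with the targets in neurons at P2. Within libraries, the same targets could be raised by stress of dissociation in cells with much Prkaca. The dissociation stress genes had a median of 1.45 at E17 and 0.51 at P2 between cells with much and little Prkaca. Both lists rose together, Hspa1a and Hspa1b by 9.55 and 7.86 at E17 and by 9.07 and 7.94 at P2, and at P2 4 of 8 stress genes rose and 4 fell. Stress and the kinase cannot be told apart here, since stress genes can also answer to the kinase.

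The correlation of the changes at E17 and P2 might come from preparation that both ages share. Cells with much over cells with little Prkaca within each library correlated with a Pearson coefficient of 0.696. This argues against preparation that acts alike on all cells of a library as the whole cause. Stress of dissociation that falls on cells with much Prkaca stays open, since it could give the same correlation. The same holds for a different mix of cell states in those cells. Cells with little Prkaca alone still gave 0.510 against the controls, with a Spearman coefficient of 0.279 in place of 0.590. Those cells still held more Prkaca than the controls, so this value is not shown to be free of the kinase.

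Cells with much Prkaca held both sexes while excitatory neuron-like cells of the same library were nearly all of 1 sex. The percent of male-typed cells in cells with much Prkaca minus that in excitatory neuron-like cells was −36.7 points in the E17 PKA library and 32.9 points in the P2 PKA library. The share ranged over 29.7 points between classes in the E17 PKA and 54.3 points in the P2 PKA library, against 6.97 in the E17 control, the control that held both sexes. These values restate the pattern, so they test no cause of it. Cells of different sex cannot come from 1 animal. By this typing, both PKA libraries therefore mix animals in proportions that differ between classes. How far this mixture affects the other comparisons stays open. No biological explanation was tested.

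Prkaca in cell classes of the E17 PKA library with few cells of much Prkaca may be free RNA: the highest of interneuron-, endothelial- and microglia-like cells was 1.66 times the lowest. Their levels are not alike within counting error, at 261 to 285 CPM in interneuron-like and 146 to 185 CPM in microglia-like cells, whose median depths were 4651 and 18282 UMIs. Free RNA and a low level of the cells' own cannot be told apart, since the ratio has no value that either forbids.

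The smaller share of radial glia-like cells at E12 could come from barcodes of few UMIs that stayed unnamed. The difference was −11.2 points among as many barcodes as the series states. The unnamed cells of the Mek1dd library held a median of 2714 UMIs against 10177.5 in radial glia-like cells, and clusters scoring highest as radial glia but unnamed held 19.8% of that library. By marker score alone, which names those clusters, the difference was −4.00 points. This and a change in progenitors cannot be told apart, since these alternatives leave different parts of the difference.

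The smaller share of intermediate progenitor-like cells in the E17 PKA library could come from added cells of other classes. Among the 3 lineage classes the difference was −30.3 points, which argues against that.

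At P2 the share of radial glia-like cells in S or G2M was higher with much than with little Prkaca, by 14.1 points, while the S and G2M gene lists were lower. Ckap2 and Gtse1, G2M genes that lead clusters with much Prkaca, might be the source. Without them the difference was 3.82 points (0.56 to 7.13), which argues against them as the whole cause. At E17 the share was 41.2% with much and 61.2% with little Prkaca.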
